# MNase Profiling of Promoter Chromatin in *Salmonella typhimurium*-Stimulated GM12878 Cells Reveals Dynamic and Response-Specific Nucleosome Architecture

**DOI:** 10.1534/g3.120.401266

**Published:** 2020-05-13

**Authors:** Lauren Cole, Jonathan Dennis

**Keywords:** chromatin, nucleosome, micrococcal nuclease, GM12878, *Salmonella typhimurium*

## Abstract

The nucleosome is the primary unit of chromatin structure and commonly imputed as a regulator of nuclear events, although the exact mechanisms remain unclear. Recent studies have shown that certain nucleosomes can have different sensitivities to micrococcal nuclease (MNase) digestion, resulting in the release of populations of nucleosomes dependent on the concentration of MNase. Mapping MNase sensitivity of nucleosomes at transcription start sites genome-wide reveals an important functional nucleosome organization that correlates with gene expression levels and transcription factor binding. In order to understand nucleosome distribution and sensitivity dynamics during a robust genome response, we mapped nucleosome position and sensitivity using multiple concentrations of MNase. We used the innate immune response as a model system to understand chromatin-mediated regulation. Herein we demonstrate that stimulation of a human lymphoblastoid cell line (GM12878) with heat-killed *Salmonella typhimurium* (HKST) results in changes in nucleosome sensitivity to MNase. We show that the HKST response alters the sensitivity of -1 nucleosomes at highly expressed promoters. Finally, we correlate the increased sensitivity with response-specific transcription factor binding. These results indicate that nucleosome sensitivity dynamics reflect the cellular response to HKST and pave the way for further studies that will deepen our understanding of the specificity of genome response.

The functional role of chromatin is inseparable from a cellular response to a stimulus. The fundamental subunit of chromatin is the nucleosome, composed of a histone octamer core and approximately 150bp of DNA (Kornberg and Lorch 1999). It is commonly asserted that the positional occupancy of nucleosomes can provide access to the underlying DNA sequences, thus affecting nuclear processes (Kaplan *et al.*, 2009). The distribution of nucleosomes across the genome is controlled by chromatin remodeling complexes and DNA sequence (Gupta *et al.*, 2008). However, characterization of the functional organization of the genome remains a major challenge in biology today. Micrococcal nuclease (MNase) was first used to isolate nucleosomal DNA from the chicken beta-globin gene (Sun *et al.*, 1986). It remains the predominant method for generation of nucleosome occupancy maps in eukaryotic genomes, and previous studies have mapped changes in chromatin structure during differentiation, environmental stimulus or stress, and disease states (Shivaswamy *et al.*, 2008; Teif *et al.*, 2012; Druliner *et al.*, 2013; Sexton *et al.*, 2014; Sexton *et al.*, 2016). Additionally, it has been recently shown that nucleosomes exhibit differential sensitivity to MNase. The sensitivity of promoter nucleosomes, particularly the +1 and -1 nucleosomes relative to transcription start- and regulatory factor- binding sites, is a defining chromatin characteristic that gives insight into chromatin-mediated regulation of these loci. The importance of characterizing this differential sensitivity of chromatin has been demonstrated in multiple organisms and is an important variable to consider due to its correlation with transcriptional activity (Vera *et al.*, 2014; Mieczkowski *et al.*, 2016; Chereji *et al.*, 2019; Schwartz *et al.*, 2019).

In order to investigate the role of nucleosome dynamics during the innate immune response, we have mapped nucleosome position and sensitivity at all human promoters in GM12878 lymphoblastoid cells stimulated with heat killed *Salmonella typhimurium* (HKST). We mapped nucleosome distributions with two MNase digestion levels, heavy and light. The comparison of these different MNase digestion levels reveals important information about transcription factor binding, gene expression prediction, and sensitivity of chromatin to digestion (Vera *et al.*, 2014; Mieczkowski *et al.*, 2016; Pass *et al.*, 2017; Brahma and Henikoff 2019). The complicated interplay between chromatin remodeling complexes and the specific epigenetic landscape is largely unknown but likely a major factor in controlling the genetics underlying the diverse kinetics of the immune response (Ramirez-Carrozzi *et al.*, 2006; Natoli 2010; Dorrington and Fraser 2019). Here we show that stimulation of a human lymphoblastoid cell line with HKST causes changes in sensitivity to MNase at specific regulatory nucleosomes flanking the transcription start site (TSS). We find that in the 20 min post-HKST time point the -1 nucleosome becomes significantly more sensitive to MNase in highly expressed genes, and that active RNA Pol II (Pol2s2) as well transcription factor binding at the TSS (NF**κ**B, Pu1, and Ebf1) is associated with flanking nucleosomes sensitive to MNase digestion.

## Materials and Methods

### Cell culture

Cell GM12878 cells were grown at 37° in 15% FBS-supplemented RPMI medium. Cells were stimulated with 1.0 X 10^9^ heat-killed *Salmonella typhimurium* (HKST; 15 min at 80°) for 20 min, 40 min and 60 min and harvested at the end of each time point, in biological replicate (Fig. S1 & S2).

### Cell harvest and nuclei purification

Approximately 1 X 10^7^ cells were harvested, cross-linked in 1% formaldehyde, and incubated for 10 min at room temperature. After the 10 min incubation, the cross-linking reaction was quenched with 125 mM glycine. Next, the nuclei were isolated in nucleus isolation buffer containing: 10 mM HEPES at pH 7.8, 2 mM MgOAc_2_, 0.3 M sucrose, 1 mM CaCl_2_, and 1% Nonidet P-40. The nuclei were then pelleted by centrifugation at 1000g for 5 min at 4°.

### MNase digestion of chromatin

At each time point and biological replicate ∼2.5 X 10^6^ nuclei were treated with light (20U MNase, Worthington Biochemical) and heavy MNase-digestion conditions (200U MNase, Worthington Biochemical), see average fragment size distribution in Fig. S1B. Chromatin at each time point was digested separately with the light and heavy concentrations of MNase for five minutes at 37° and stopped with EDTA. Decrosslinked, protease-digested DNA from MNase-digested nuclei was isolated via phenol-chloroform extraction and mononucleosome sized bands resolved with a 2% TBE agarose gel. The ∼150bp mononucleosomal band was excised for each time point and MNase concentration. Additionally, two untreated control samples were harvested and processed as described, and have been referenced here as untreated samples.

### Mononucleosome DNA Library Preparation

MNase sequencing libraries were prepared for each replicate using NEBNext Ultra DNA library Prep Kit for Illumina (NEB #E7370S); using 30ng of input mononucleosomal DNA from each digestion level and time point. Following end-prep and adaptor ligation, the libraries were purified with AMPure XP beads. Universal and index primers from NEBNext Multiplex Oligos for Illumina (NEB #E7335S) were incorporated by a 12 cycle PCR. Library size and quality was verified with the Agilent 2100 Bioanalyzer. Molar concentration of each indexed library was determined by KAPA quantitative PCR and size corrected using sizing information from the Bioanalyzer.

### Solution-based sequence capture and Illumina flowcell hybridization and sequencing

Previously, we combined MNase-seq with in-solution targeted enrichment of 2 kb surrounding TSSs of 21,857 human genes (Druliner *et al.*, 2016; Sexton *et al.*, 2016), as curated by NCBI RefSeq (Pruitt *et al.*, 2009). We termed this approach Transcription Start Site MNase-seq (mTSS-seq). Size selected fragments (∼50-200 bp) were used to prepare Illumina sequencing libraries and subjected to targeted enrichment utilizing the custom-designed Roche Nimblegen SeqCap EZ Library. DNA fragments were captured according to the Roche Nimblegen protocol (https://sequencing.roche.com/en/products-solutions/by-category/target-enrichment/hybridization/seqcap-ez-choice.html). By qPCR we observe ∼300 fold enrichment of sample target genes compared to off-target loci. Paired-end reads (see below) were aligned to the hg19 genome assembly (IHGSC 2001).

### HiSeq 2500 data processing

Illumina adapters were clipped and aligned to the HG19 genome assembly, with unpaired and non-uniquely aligned reads discarded (bowtie2 v2.1.0, samtools v1.3). Mononucleosome-sized fragments were used to infer nucleosome position. Nucleosome occupancy profiles were obtained by calculating the fragments per million that mapped at each base-pair in the SeqCap regions (bedtoolsCoverage). Midpoints for nucleosome distributions were determined through the calculation of center fragments in 60 bp windows at a 10 bp step in the 2kb surrounding each TSS. Data matrices were subsequently processed in R (https://github.com/dvera genmat package, using matOps, matHeatmap). matHeatmap was used to plot normalized rpm mTSS-seq data for all RefSeq genes +/− 2kb surrounding the annotated TSSs. Average plots represent the average value of all promoters in a respective cluster in 10bp windows across the 2kb SeqCap region. Gene ontology analyses based on heatmap gene classifications were performed using two unranked sets of genes, the target set of genes and the total mTSS-seq gene list as background (Eden *et al.* 2009).

### Data availability

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus (Edgar *et al.*, 2002) and are accessible through GEO Series accession number GSE139224. Supplemental material available at figshare: https://doi.org/10.25387/g3.12290333.

## Results

### Total nucleosome occupancy profiles are similar during HKST stimulation of B-lymphoblastoid cells

We have mapped nucleosome distribution during the immune response to HKST. 

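GM12878 is an Epstein-Barr virus-transformed human B-lymphoblastoid line, and HKST presents it with bacterial products without a live infection. The series holds 16 samples, with cells left untreated or harvested at 20, 40 and 60 min of HKST, each digested with 20 U (light) and 200 U (heavy) of MNase in 2 replicates. The authors deposited 8 tables, 1 per time point and digestion level, and each pools both replicates. A value is the number of fragment centers in a 60 bp window scaled to the depth of the table (rpm), and is given every 10 bp over the 2 kb around each TSS of hg19, for fragments of 140 to 200 bp. The low values rise in whole steps, from which the depth follows: the untreated tables rest on 9.72 M light and 5.12 M heavy fragments, the 20 min tables on 10.5 M and 4.12 M, the 40 min tables on 9.43 M and 3.27 M and the 60 min tables on 10.1 M and 7.04 M. Of 21857 promoters, 2801 on chromosomes 1, 10 and 11 were complete in all 8 tables and were used for every comparison with 20 min, and 16260 were complete in the untreated, 40 min and 60 min tables. The median promoter had 7 heavy fragments between -200 and 0 bp in the untreated table and 5 at 20 min, against 16 and 18 light fragments. Sensitivity was calculated as log2 of light over heavy, with a pseudocount of 0.122 rpm added to both values. Because the replicates are pooled, no spread between replicates could be measured: intervals cover the spread over promoters or counting error only, no p-value was calculated across promoters, and a difference between time points cannot be separated from a difference between tubes in the extent of digestion. All HKST time points are compared with the same untreated tables.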

MNase Transcription Start Site-enriched sequencing (mTSS-seq) allows for high quality nucleosome maps at all human promoters (Fig. S1). mTSS-seq data are highly concordant with the preeminent nucleosome maps in lymphoblastoid cell lines (Fig. S1C, (Gaffney *et al.*, 2012)). 

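The average profile of total fragments (light plus heavy) over the 2801 promoters kept its shape after HKST. Across the 200 positions of the 2 kb, Pearson's r with the untreated profile was 0.997 at 20 min, 0.999 at 40 min and 0.997 at 60 min. Neighboring positions share fragments and are not independent. At the average -1 nucleosome, which borders the nucleosome-free region upstream of the TSS, total signal was 2.41 rpm in untreated cells, 2.41 rpm at 20 min, 2.39 rpm at 40 min and 2.38 rpm at 60 min. At the +1 nucleosome the corresponding values were 2.48, 2.39, 2.53 and 2.33 rpm.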

Here we observe that the average nucleosome profiles remain similar between the untreated control and HKST-treated time points (Figure 1). 

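With the average profile smoothed over 3 neighboring positions, its peaks in untreated cells were at -610, -400 and -210 bp upstream of the TSS and at 150, 360 and 600 bp downstream, which correspond to the -3, -2, -1, +1, +2 and +3 nucleosomes. The smoothed -3, -2, -1 and +1 peaks stood at the same 10 bp position at all 3 HKST time points. The smoothed +2 peak was at 370 bp at 20 min, and the +3 peak was at 590 bp at 40 and 60 min. Without smoothing, no peak lay more than 10 bp from these positions: the -3 peak was at -620 bp at all HKST time points, the -1 peak at -200 bp at 40 and 60 min, and at 20 min the +2 peak was at 360 bp and the +3 peak at 590 bp. Smoothed signal was lowest at -80 bp at every time point (without smoothing at -90 bp in untreated cells), with 1.18 rpm in untreated cells and 1.14 rpm at 20 min.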

The mTSS-seq HKST time course data displays canonical promoter structure where nucleosomes flank the TSS and the -3,-2, -1, +1, +2, and +3 nucleosomes are clearly observed (Figure 1). While there are slight changes in abundance of specific nucleosomal fragments during the HKST time course, previous work in our lab has shown that nucleosome sensitivity to MNase is associated with promoter activity in Maize (Vera *et al.*, 2014). We did not observe a correlation between gene expression and differential nucleosome occupancy of the untreated and 20 min post-HKST samples (Fig. S3**)**. Our work in human cells as well as recently published work from the van Essen lab indicates that the proportion of inducible promoters is relatively small in the scope of all ∼21,000 human genes and that chromatin structural changes may occur with or without concurrent changes in gene expression (Oruba *et al.*, 2020, Dennis lab, unpublished). This prompted us to look at nucleosome sensitivity dynamics during the immune response to HKST.

**Figure 1:**
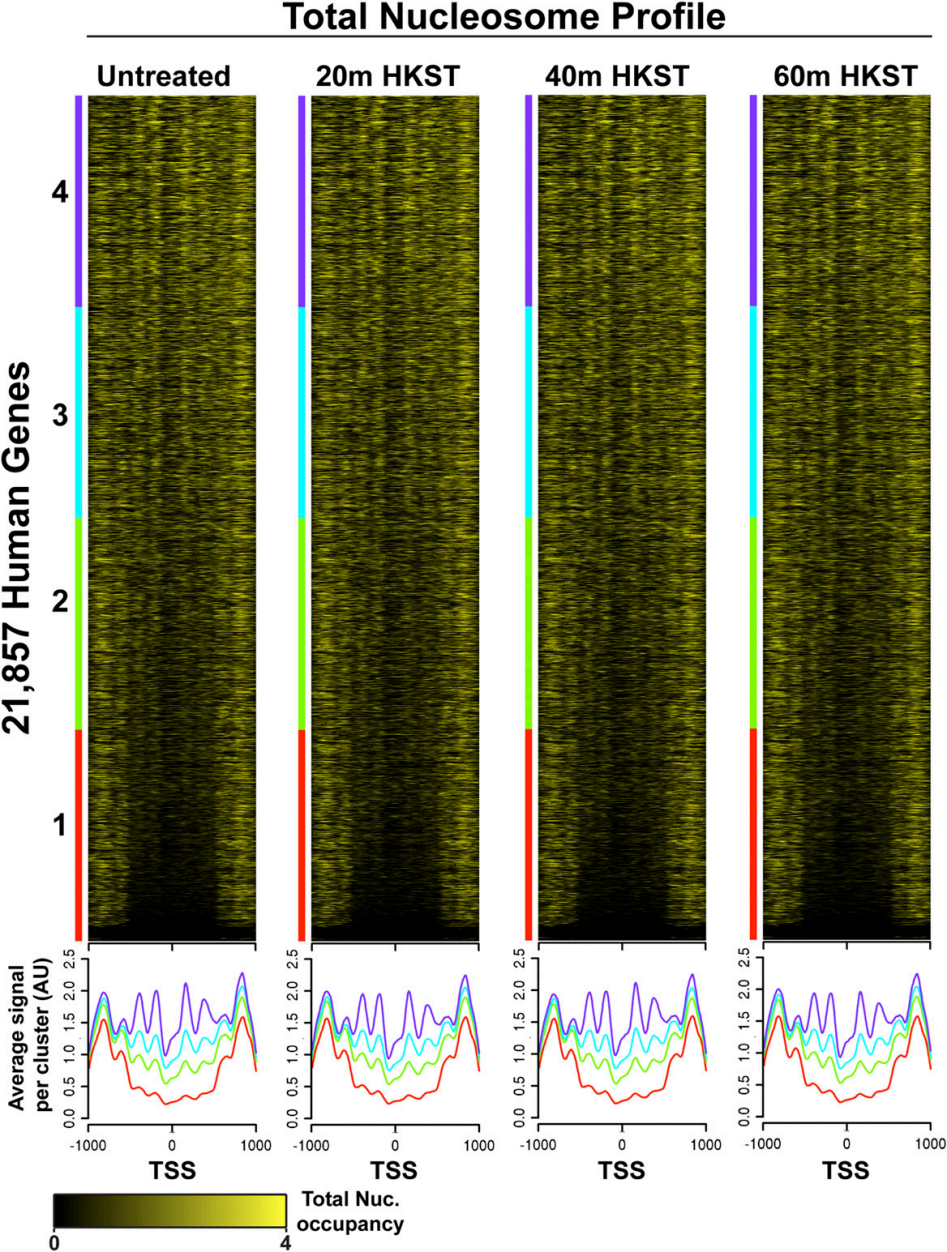
Nucleosome occupancy during time course stimulation with HKST. Total nucleosome fragments sorted into quartiles based on maximum signal. All heatmaps sorted in the same order, -1000bp/+1000bp surrounding the TSS for all RefSeq open reading frames. Yellow indicates presence of nucleosomal fragment.

### HKST stimulation of B-lymphoblastoid cells results in changes in MNase sensitivity of promoter nucleosomes

We used differences in nuclease sensitivity to distinguish nucleosome-bound fragments that were preferentially released by light digestion (MNase-sensitive fragments, MSFs) from nucleosome-bound fragments that were recovered even after heavy digestion (MNase-resistant fragments, MRFs). To identify MSFs within our mTSS-seq experiment we calculated the log_2_ratio of the light/heavy MNase digests and the resulting positive values correspond to MSFs and the negative values correspond to MRFs. 

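The paper takes -200 to 0 bp for the -1 nucleosome. Over this window the promoters were spread around a log2 ratio of 0. Each table is scaled to its own depth, so 0 means an equal share of both tables, not equal recovery. The smoothed -1 peak, at -210 bp, lies just upstream of this window, and the lowest signal, at -80 bp, lies inside it. The -1 sensitivity given here is that of this window, which also covers part of the nucleosome-free region. The median log2 ratio was 0.042 in untreated cells, 0.16 at 20 min, 0.072 at 40 min and 0.10 at 60 min, over 2797 promoters. Promoters with a log2 ratio above 1 made up 12.0% in untreated cells, 19.4% at 20 min, 17.2% at 40 min and 18.2% at 60 min. The median change from untreated was 0.078 at 20 min (95% interval over promoters 0.055 to 0.11), 0.034 at 40 min (0.0048 to 0.066) and 0.019 at 60 min (0 to 0.049). At 20 min 54.7% of promoters were higher and 39.4% lower; in fragments drawn with no change at these depths, 46.4% were higher and 45.6% lower. With all tables thinned to the shallowest depth, a test added after the data were examined, the 20 min median was 0.030, and its interval lay above 0 in 1 of 20 draws.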

We then sorted the resulting MNase-sensitivity nucleosome profiles based on maximum expression using existing RNAseq datasets for GM12878 cells (Davis *et al.*, 2018). We observed a strongly positioned -1 sensitive nucleosome in the top quartile of maximum transcription and with 20 min HKST treatment, this nucleosome becomes significantly more sensitive to MNase digestion (Figure 2A). 

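The expression data are not used here, and lists of genes known to be active in B cells stand in for the top quartile. Across 61 such promoters (ribosomal and mitochondrial ribosomal proteins, housekeeping genes and B cell identity genes) the median -1 log2 ratio was 0.47 in untreated cells and 0.84 at 20 min. The median change was 0.19 (95% interval 0 to 0.41), with 38 promoters higher and 21 lower. The ratio of values summed over these promoters, a calculation added after the data were examined, changed by 0.23 (0.048 to 0.44). All 9 ribosomal protein promoters were higher, none beyond its own counting error, with a median change of 0.49 (0.40 to 0.91). RPL27A had 0.15 in untreated cells and 0.62 at 20 min. The median change of the 9 lay at percentile 89.3 of random lists matched on signal and 88.3 of lists matched on GC content. With the tables thinned to equal depth, a test added after the data were examined, their interval included 0 (0.53, -0.0036 to 1.07). Their ratio of summed values, also added after the data were examined, changed by 0.63 (0.51 to 1.35). The 13 mitochondrial ribosomal protein promoters had a median change of 0.098 and the 16 housekeeping promoters 0.15; PSMB4, a proteasome subunit, had 1.62 and PSMB2, another, -1.49. Among 23 B cell identity promoters the median change was 0.087, with CR2, the complement receptor of B cells, at 0.95 and CD53 at -0.51. The exact 95% counting interval of the change at PSMB4 excluded 0 (0.18 to 4.07), while those of PSMB2, RPL27A, CR2 and CD53 include 0. The median change of the expressed lists at 20 min lay at the 77.6th percentile of random lists matched on signal, inside the range of 95% of them. With windows from -250 to -100 bp the median change of the expressed lists was 0 and that of the ribosomal protein promoters 0.055 (0.22 with a pseudocount of 0.5 of the mean).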

We directly compared fragments from -200 to 0 bp relative to the TSS, which represent sensitive -1 nucleosomes, in the 20 min HKST time point and the untreated control in the top quartile of expressed genes. Using a paired *t*-test, we find that the -1 sensitive nucleosomal profiles in the 20 min time point are significantly different from the -1 nucleosomes in the untreated control in these expressed promoters (Figure 2B). 

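Among promoters above the median signal, the strongest single rises at 20 min were at NPM3, a histone-binding nucleoplasmin, NME7, a nucleoside diphosphate kinase, and ISG15, a ubiquitin-like protein induced by interferon. At ISG15 (hg19 chromosome 1, TSS 948846) the log2 ratio went from 1.10 to 3.19, with 11 heavy fragments in untreated cells and 3 at 20 min. NPM3 (chromosome 10, TSS 103543171) changed by 2.26, with 10 heavy fragments in untreated cells and 1 at 20 min, and NME7 (chromosome 1, TSS 169337187, where the region also overlaps BLZF1) by 2.24. The strongest falls were at OR9I1, an olfactory receptor gene (-2.22), ATP6V1G3, a proton pump subunit (-2.05), and SCAMP3, a membrane trafficking protein (-2.04). TNFRSF9, a target of NF-kB, changed by -1.71. For each of these 7 promoters the exact 95% counting interval of the change excluded 0. NFKB2 had 0.92 and SPI1, which encodes Pu1, 0.48, both with counting intervals that include 0. Of 2096 promoters with enough fragments for an interval, 50 (2.39%) were higher and 47 (2.24%) lower beyond counting error, where an exact interval allows up to 2.5% per side by chance; in simulated fragments 0.987% and 1.19% of unchanged promoters were so called. The paper compares fragments from -200 to 0 bp in the top expression quartile with a paired t-test. It concludes from this test that the -1 nucleosomes of expressed promoters differ between 20 min and the untreated control.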

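Promoters of genes that a B cell does not use (olfactory and taste receptors, keratin-associated proteins and markers of other tissues) stand in here for the bottom expression quartile. Their nucleosome-free region was shallow: total signal from -100 to 50 bp was -0.35 in log2 units relative to the whole 2 kb in untreated cells, against -1.55 at the 61 promoters of the expressed lists. The first value was higher than in 99.9% of random lists matched on signal and the second lower than in all but 0.95% of them. At 20 min the values were -0.36 and -1.66. The average total profile of the 85 silent promoters varied by a coefficient of 0.42 over the 2 kb, more than any random list, while that of the expressed lists varied by 0.33, at the 64.4th percentile. For 62 olfactory receptor promoters the coefficient was 0.54. The average total of the silent promoters in untreated cells rose from 1.16 rpm at -300 bp to 5.55 rpm at 770 bp. The coefficient includes this slope, so it cannot compare how well nucleosomes are positioned. The -1 sensitivity of the silent lists fell by 0.20 at 20 min (95% interval -0.36 to -0.072), with 54 promoters lower and 29 higher, at percentile 0.020 of lists matched on signal and 5.72 of lists matched on GC content.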

In the bottom quartile of low and non-expressed genes we observe promoters are more disorganized and contain less well-positioned nucleosomes (Figure 2A). These disorganized promoters are consistent with recently published work mapping nucleosome organization in *Drosophila* S2 cells (Cheriji *et al.*, 2019). The differences we observe in MNase-sensitivity of well-positioned nucleosomes in promoters of expressed genes at the 20 min HKST time point are consistent with the time frame of a primary response to bacterial infection (Herschman 1991; Winkles 1998). Additionally, it is important to note that independently each time point contains positioned nucleosomes that are either sensitive or resistant to MNase-digestion (Fig. S4). Thus, when the MNase-sensitivity for the untreated control and 20 min post-HKST time points are independently sorted by kmeans clustering based on similar features, we find that they each contain a set of ∼1500 unique promoters that are classified as having a dominant -1 sensitive nucleosome (Fig. S4). 

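Each time point held both sensitive and resistant promoter groups when the log2 ratios over the 2 kb were sorted into 6 clusters. Ratios spread around 0 can give such groups through noise alone, and data without structure were not clustered for comparison. The presence of both groups is therefore no test of the paper's statement. In untreated cells 1 cluster of 447 promoters peaked at 1.07 at -220 bp, while another of 464 was resistant, with a mean of -0.53 over the 2 kb. At 20 min 484 promoters formed a cluster that peaked at 1.36 at -180 bp, and 386 were resistant with a mean of -0.49. At 40 min 416 promoters peaked at 1.27 at -200 bp and 444 were resistant (-0.41). At 60 min 442 promoters peaked at 1.06 at -190 bp and 408 were resistant (-0.63).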

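The -1 sensitive cluster was taken as the cluster whose mean from -200 to 0 bp lay furthest above its own mean over the 2 kb. It held 562 promoters in untreated cells and 484 at 20 min. Of these, 411 promoters (14.7% of 2801) were in the untreated cluster alone, 333 (11.9%) in the 20 min cluster alone and 5.39% in both. The untreated cluster was weakly sensitive, with a mean of 0.27 from -200 to 0 bp against 1.04 at 20 min; another untreated cluster, of 447 promoters, had a mean of 0.64 there but stood less far above its own mean over the 2 kb. Of the promoters in the untreated cluster alone, 70 had no fragment from -200 to 0 bp in either condition and so no measure of -1 sensitivity, against 1 in the 20 min cluster alone. The number of clusters is not given in the paper's text; with 4 clusters 624 promoters were unique to untreated cells and 609 to 20 min, and with another random seed 314 and 322.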

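Among the promoters in the -1 sensitive cluster at 20 min alone were 6 of 9 promoters of RNA polymerase II initiation factors: GTF2B, GTF2H1, MED19, MED8, TAF12 and TAF5. At GTF2B, which bridges TBP and the polymerase, the -1 log2 ratio was 0.85 in untreated cells and 2.09 at 20 min, from 6 and 4 heavy fragments, and its counting interval includes 0. Of 9 ribosomal protein promoters, 5 were in this group: RPL11, RPL22, RPL27A, RPLP2 and RPS27. Of the 61 promoters of the expressed lists, 14 were in this group, at percentile 98.8 of random lists matched on signal. Of 40 promoters in the immune lists, 3 were: GADD45A, IFIT1 and ISG15, the latter pair interferon-induced. No promoter of the NF-kB target, Toll-like receptor signaling or T-helper 2 lists was, and 1 of 6 lysine metabolism promoters was (CCBL2, whose counting interval of 0.14 to 2.98 excludes 0). The median -1 change of these 6 promoters at 20 min was 0.70 (95% interval -0.73 to 1.35), at percentile 97.51 of random lists matched on signal and 95.83 of lists matched on GC content, and 4 of them were in the top sensitivity quartile at 20 min against 0 in untreated cells. Random lists matched on signal reached the count of 6 initiation factors in the 20 min cluster alone in none of 2000 draws. The median -1 change of the 9 initiation factor promoters, 0.35 (-0.33 to 1.24, with 5 higher and 4 lower), lay at the 83.7th percentile. The count of 6 depended on the clustering: it was 4 with another random seed and 1 to 3 under 10 other settings. With 8 clusters, 1 of the ribosomal protein promoters was in the group.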

Interestingly, we find that the promoters unique to the 20 min post-HKST are ontologically enriched for processes that are specific to transcription initiation and contain immune response genes (Table S1). The promoters unique to the untreated control contain genes that are ontologically enriched for more general processes such as detection of chemical stimulus involved in sensory perception and nucleic acid metabolic process (Table S2) (GOrilla; Eden *et al.*, 2009).

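Of 62 promoters of olfactory receptors, which detect odorants, 13 were in the untreated cluster alone and 12 in the 20 min cluster alone. Signal-matched random lists put these counts at the 84th and the 98.5th percentile. The untreated count moved from 1 to 27 over the alternative settings and the 20 min count from 2 to 36, with 22 in the untreated cluster under another random seed. Of 13 histone gene promoters 8 were in the untreated cluster alone, but 6 of these had no fragment from -200 to 0 bp in untreated cells or at 20 min, so the count does not measure their sensitivity; it was 3 or fewer under every other setting. Of 32 zinc finger promoters 4 were in the untreated cluster alone, 2 of them without fragments there, and 5 in the 20 min cluster alone, at percentiles 48.1 and 68.7 of random lists. Of 13 interferon-stimulated promoters 4 were in the untreated cluster alone (GBP5, IFITM1, IFITM2 and IFITM3, percentile 91.1) and 2 in the 20 min cluster alone.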

**Figure 2:**
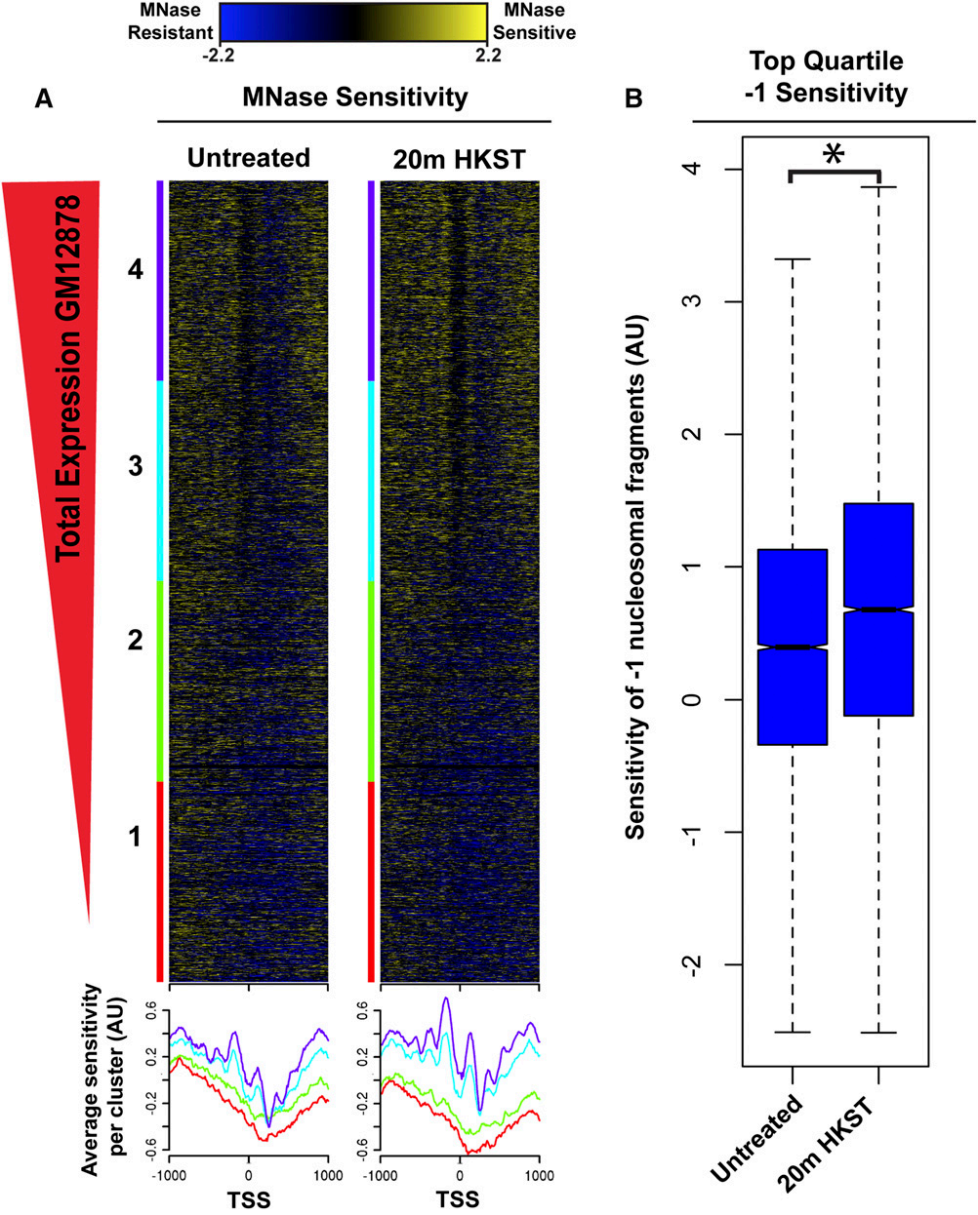
Sensitive nucleosomes are associated with transcription and nucleosome sensitivity changes during HKST stimulation. MNase sensitivity of untreated GM12878 and 20 min HKST-treated cells were sorted into quartiles based on total expression (GSM2344230). Blue indicates MNase-resistant nucleosomal fragments and yellow indicates MNase-sensitive nucleosomal fragments. (B) Boxplot of -1 nucleosome sensitivity data for all promoters in the top quartile of expressed genes from the untreated control and the 20 min post-HKST time point, asterisk represents significance.

### Sensitivity of TSS-flanking nucleosomes is associated with transcription factor binding

We next wanted to determine the relationship between MNase-sensitivity and transcription factor binding. As we have associated nucleosome sensitivity with active transcription, we first sorted the 20 min HKST time point into quartiles based on maximum sensitivity surrounding the TSS. 

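Sorted on their highest sensitivity within 500 bp of the TSS, the top quartile of 700 promoters at 20 min had an average log2 ratio of 0.97 at -200 bp (95% interval over promoters 0.89 to 1.08), and the bottom quartile did not exceed -0.23 from -300 to 0 bp. Sorted in the same way, the top quartile reached 0.83 in untreated cells (0.78 to 0.94), 0.93 at 40 min (0.86 to 1.04) and 1.05 at 60 min (0.98 to 1.15). Interferon-stimulated genes were frequent in the top quartile at 20 min, with 8 of 13 promoters, more than in 99.7% of random lists matched on signal, against 5 in untreated cells, 4 at 40 min and 9 at 60 min. By this count alone the other immune lists went the other way: NF-kB targets had 4 promoters there in untreated cells and 2 at 20 min. Toll-like receptor signaling genes had 3 and 1, and immediate early genes 3 and 1. Of all 40 promoters of the immune lists, 15 were in the top quartile in untreated cells and 12 at 20 min. Their median -1 change at 20 min was 0.21 (95% interval -0.16 to 0.37), with 24 higher and 16 lower. It was 0.19 for immediate early genes, 0.16 for Toll-like receptor signaling genes and -0.060 for NF-kB targets, all with intervals that include 0. The highest average log2 ratio of the 40 from -300 to 0 bp was 0.71 in untreated cells and 1.14 at 20 min. These values lay at percentiles 96.2 and 100 of random lists. B cell identity genes had 13 of 23 promoters in the top quartile in untreated cells and 9 at 20 min. Of the 700 promoters in the top quartile at 20 min, 277 were also in that of untreated cells, where independent sorting gives 174.9. The regulatory factor data are not used here.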

We then sorted available regulatory factor data from unstimulated cells for active Pol2, NF**κ**B, Pu1, and Ebf1 in the same gene order (Figure 3) (Davis *et al.*, 2018). Here we show that MSFs flank important immune regulatory factor peaks at the TSS during the immune response to HKST (Figure 3A). The presence of MSFs flanking TF binding sites in the unstimulated state suggests that local chromatin architecture plays a role in regulatory factor binding. We find that the MNase-sensitive flanking nucleosomes in the 20 min post-HKST time point most strongly correspond to the highest occupancy of basal unstimulated binding of Pol2s2, NF**κ**B, Pu1, and Ebf1. However, in the independently sorted untreated control and 40 min post-HSKT samples we do not observe this coupling of TSS-flanking nucleosome sensitivity and regulatory factor occupancy, which further suggests that the chromatin signature at the 20 min post-HKST indicates an early genomic response to HKST (Figure 3B). The presence of sensitive nucleosomes flanking TF binding sites (TFBS) is concordant with similar results from plants and yeast (Zentner and Henikoff 2012; Vera *et al.*, 2014; Pass *et al.*, 2017). These results are consistent with a model in which nucleosomes that provide access to regulatory factor binding sites necessary for a specific genomic response will be more mobile and this will be reflected in greater sensitivity to digestion by MNase.

**Figure 3:**
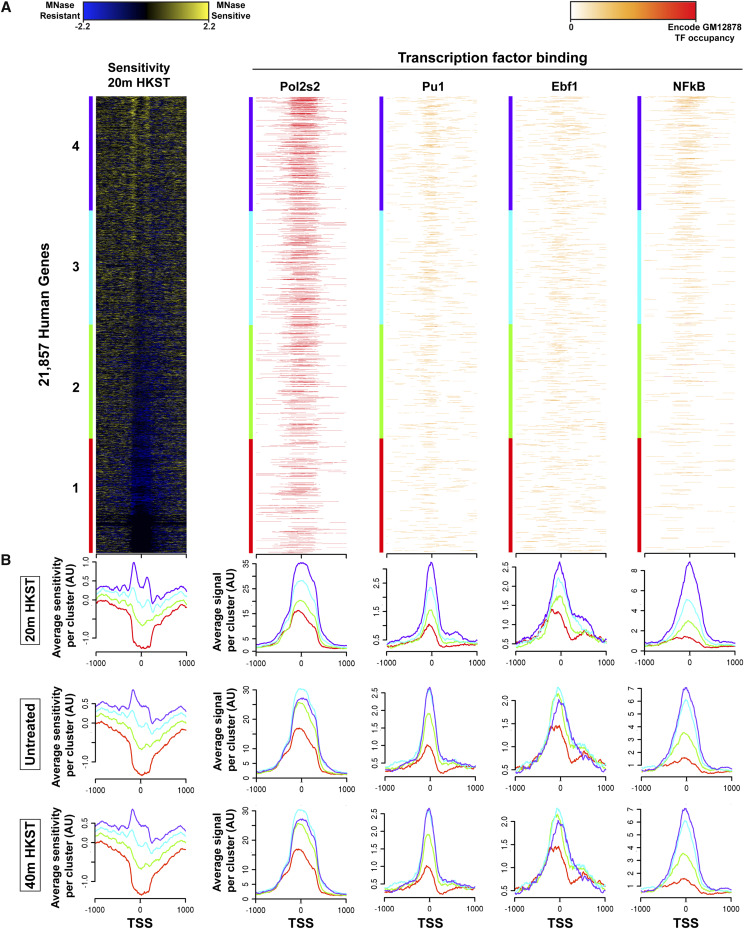
Sensitive nucleosomes flank transcription factor binding sites. (A) MNase-sensitivity of nucleosomes at 20 min post-HKST stimulation was sorted into quartiles based on maximum sensitivity followed by regulatory factor binding for Pol2s2, NFkB, Pu1, and Ebf1 using called narrow peaks from publicly available ENCODE ChIP-seq data on the same sort order. (B) Average plots of MNase-sensitivity of nucleosomes at the untreated and 40 min post-HKST time points followed by average plots of immune transcription factor binding for NFkB, Pu1, Ebf1 in the same sort order.

## Discussion

In this study we measured changes in chromatin structure at promoters in the human lymphoblastoid cell line GM12878 in response to stimulation with HKST. We find that during this time course total nucleosome occupancy across the TSS remains similar (Figure 1). However, we have observed changes in promoter nucleosome sensitivity which occur on a time-scale commensurate with known signaling cascades (Dal Porto *et al.*, 2004; Harwood and Batista 2008; Arpaia *et al.*, 2011; Browne 2012; Bagaev *et al.*, 2019). Specifically, we observed a significant increase of sensitivity of the -1 positioned nucleosome 20 min after stimulation with HKST. Alternations in chromatin structure that result in nucleosome sensitivity to MNase may be the result of transcription machinery, chromatin remodelers, histone chaperones, or other regulatory factors. Our results are consistent with important regulatory functions of -1/+1 nucleosomes reported first in yeast and *Drosophila*, such as maintaining the structure of a nucleosome-free region at the TSS, interaction with RNA Pol II, transcription factor binding and access to underlying DNA (Svaren and Hörz 1995; Jiang and Pugh 2009; Radman-Livaja and Rando 2010; Ballaré *et al.*, 2013; Nie *et al.*, 2014; Voong *et al.*, 2016). In addition to increased sensitivity of these regulatory nucleosomes at 20 min post-HKST, we find an independently sorted set of genes unique to the 20 min time point which have promoters containing distinct sensitive -1 nucleosomes. These unique promoters to the 20 min post-HKST time point are ontologically enriched for RNA Pol II transcription initiation, lysine metabolism, and regulation of T-helper 2 cell differentiation (Fig. S4 & Table S1). It is expected that the immune response to HKST results in the transcription of many genes, and studies have shown essential amino acid metabolism to be critical to proper immune system function (Chen *et al.*, 2003; McGaha *et al.*, 2012; Iseri and Klasing 2014; Han *et al.*, 2018).

MNase-sensitivity changes are likely the direct result of HKST immune stimulus producing an inflammatory signaling cascade that induces chromatin regulatory mechanisms at the appropriate promoters. 

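Ribosomal protein promoters were more sensitive than in untreated cells at 40 and 60 min, over the 16233 promoters with a value in these tables: the median -1 change of 74 promoters was 0.33 at 40 min (95% interval 0.11 to 0.72) and 0.70 at 60 min (0.45 to 0.99). Promoters of RNA polymerase II initiation factors were also higher, by 0.42 and 0.43 over 71 promoters. Housekeeping promoters were at 0.14 (0 to 0.28) and 0.36 (0.16 to 0.51). Over all 347 promoters of the expressed lists the medians were 0.19 (0.11 to 0.30) and 0.32 (0.24 to 0.43), at the 99.5th and above all of the random lists matched on signal. Silent lists, which in this set also hold keratin and beta-defensin genes, had -0.069 (-0.14 to 0) and -0.16 (-0.25 to -0.070) over 358 promoters, and 19 taste receptor promoters fell by 0.55 at 60 min. The NF-kB target list had -0.088 at both times, with intervals that include 0, at percentiles 1.03 and 2.21 of lists matched on signal and 3.73 and 6.00 of lists matched on GC content; its ratio of summed values, a calculation added after the data were examined, changed by -0.23 at 40 min (-0.45 to -0.014) and by 0.040 at 60 min (-0.11 to 0.21). Over all promoters of this set the median change was 0.050 at 40 min (0.036 to 0.064) and 0.027 at 60 min (0.013 to 0.039). Over the 61 expressed promoters complete in all tables, the medians were 0.16 at 40 min and 0.16 at 60 min, both with intervals that reach 0. Their ratio of summed values changed by 0.064 at 40 min (-0.18 to 0.32) and by 0.24 at 60 min (0.047 to 0.44).

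**Figure D1:**
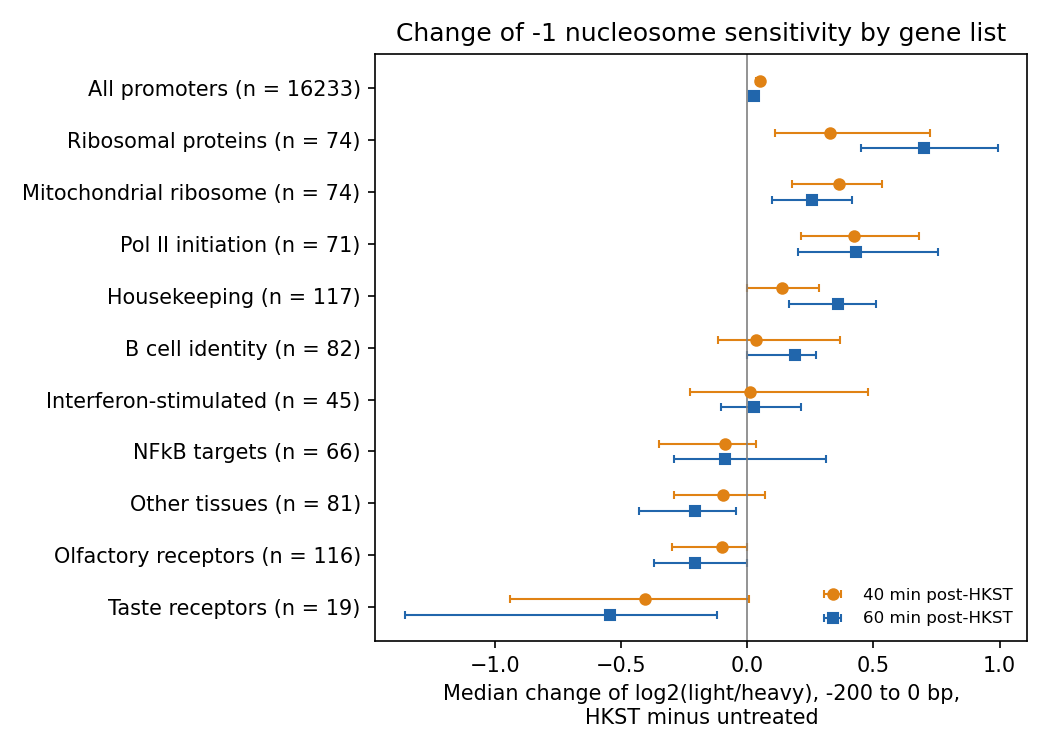
Median change of -1 sensitivity, as log2 of light over heavy from -200 to 0 bp, HKST minus untreated, for 11 groups of promoters at 40 min (circles) and 60 min (squares). Bars are 95% intervals of the median over promoters and do not include replicate error. Ribosomal protein promoters stand at 0.33 and 0.70, olfactory receptor promoters at -0.10 and -0.21.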

We also observe that the TSS-flanking sensitive nucleosome occupancy at the 40 and 60 min post-stimulus timepoints begins to return to the untreated chromatin architecture (Fig. S5). These results are consistent with the observation that changes in promoter nucleosome architecture is a transient event (Sexton *et al.*, 2014; Sexton *et al.*, 2016). These results suggest that nucleosome sensitivity may be used as a powerful tool to understand the potential of a cell, beyond the information that is garnered from gene expression.

We have shown that sensitive nucleosomes are associated with active transcription. 

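Sensitivity of the +1 nucleosome region, from 0 to 200 bp, had a median change at 20 min of 0.039 (95% interval over promoters 0.0032 to 0.077). The median +1 sensitivity change, 20 min minus untreated, was 0.0071 (0 to 0.042) with each table divided by its own mean and 0.025 (-0.011 to 0.063) with light and heavy pairs centred on the 2 kb ratio, both with intervals that reach 0, and 0.12 as a mean over promoters. Summed over promoters, a calculation added after the data were examined, the +1 change was 0.092 over all promoters (0.058 to 0.12), 0.42 in the expressed lists (0.19 to 0.63) and -0.39 in the silent lists (-0.53 to -0.24). The nucleosome-free region, from -100 to 50 bp, held less of the total signal at 20 min, with a log2 depth of -0.91 against -0.85 in untreated cells, a difference of -0.054 (-0.073 to -0.036). The same difference was -0.0056 at 40 min (-0.024 to 0.013) and -0.060 at 60 min (-0.077 to -0.042). The -1 and +1 peaks that flank it stood at -210 and 150 bp at every time point in the profile smoothed over 3 neighboring positions, and without smoothing the -1 peak was at -200 bp at 40 and 60 min.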

20 min after HKST stimulation, we observe significantly greater -1/+1 nucleosome sensitivity that flanks a larger nucleosome-free region at the TSS (Figure 2). These results are consistent with observations of nucleosome structure at active promoters; and, the additional information given by MNase-sensitivity reflects the regulatory potential of loci that contain sensitive nucleosomes, as reported in yeast, plants, and drosophila (Vera *et al.*, 2014; Mieczkowski *et al.*, 2016; Brahma and Henikoff 2019). We demonstrate that immune transcription factors NFkB, Pu1, and Ebf1 are associated with positioned sensitive nucleosomes (Garrett-Sinha *et al.*, 1999; Somasundaram *et al.*, 2015; Willis *et al.*, 2017; Zhang *et al.*, 2017; Schwartz *et al.*, 2019). Time course studies have shown early and late gene expression changes during B-cell activation, commensurate with the chromatin sensitivity changes found at promoters following HKST treatment (Fowler *et al.*, 2015; Hawkins *et al.*, 2013). These changes represent a new biochemical potential for cells, and studies of the misregulation of the IKK/NF**κ**B pathway in lymphomas and leukemias show that signal transduction occurs as quickly as 15 min with TNFα stimulation (Staudt 2010; Hsieh and Van Etten 2014). *In vitro* studies have shown that TF binding to nucleosomal DNA requires nucleosome eviction or repositioning, however pioneer TFs can bind to DNA within the bounds of the nucleosome, which may result in nucleosome sensitivity to MNase (Zaret and Carroll 2011; Iwafuchi-Doi and Zaret 2014; Zhu *et al.*, 2018). NF**κ**B has been studied in depth regarding its ability to bind chromatin and induce immune gene transcription, and it appears to play a diverse role in promoter binding and activation of genes in hetero- and euchromatic regions of the genome (Lone *et al.*, 2013; Bhatt and Ghosh 2014; Cieślik and Bekiranov 2015). The association of these immune TFs with increased sensitive nucleosomes at the 20 min time point suggests that changes in sensitivity reflect a new chromatin landscape at appropriate promoters, potentiating regulatory factor binding.

A genomic response occurs through multiple regulatory layers, including signaling cascades, regulatory factors, and the resulting regulation of chromatin structure and gene expression. Our study adds to a comprehensive understanding of the induction of immune signaling pathways. Our results add important and complementary information to existing data showing the importance of the chromatin landscape at promoters including nucleosome position and sensitivity to MNase, localization of regulatory factors on promoters and histone post-translational modifications. The data we show here expounds upon the interplay between chromatin structure to function, which is consonant with models suggested by preeminent immunologists (Natoli 2010; Cuartero *et al.*, 2018; Zhang and Cao 2019). In aggregate, our results suggest that chromatin structure plays a functional role in the dynamic immune response and that nucleosome sensitivity indicates the regulatory potential of specific loci that are poised for the appropriate genomic response.

How the deposited data were processed for this re-analysis (not part of the article)

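Nucleosome fragments were measured at promoters of GM12878 cells, untreated or after 20, 40 and 60 min of HKST, in 16 samples (light and heavy MNase, 2 replicates). The authors clipped adapters, aligned paired reads to hg19 and discarded reads that did not align uniquely (the paper names bowtie2 v2.1.0 and samtools v1.3; the submitters' processing notes list Bowtie2 2.2.2, SAMtools and bedtools). They counted fragment centers in 60 bp windows at a 10 bp step, scaled them to the depth (rpm), and deposited 8 tables, each a pool of both replicates. The values the authors deposited are averaged into bins of 10 bp, so that they rise in steps worth 0.5 of 1 fragment; 100% of values lay within 0.05 of a whole step, and fragment numbers were recovered from it. A fragment enters 6 windows.

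The tables for untreated heavy, 20 min light and 20 min heavy end in a partial line as received, after 16260, 2801 and 6779 complete promoters; the partial lines were left out. This limits the comparisons with 20 min to 12.8% of the promoters, on 3 chromosomes (1732 promoters on chromosome 1, 637 on chromosome 10 and 432 on chromosome 11). Bins without a value made up 9.90% and were left out; 15.8% to 30.0% of the others were 0. Of the deposited TSSs, 79.9% lay within 50 bp of a GENCODE transcript start of GRCh37.

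Sensitivity was log2 of light over heavy after a pseudocount of 0.122 rpm was added to both, which is 0.1 of the mean value. The median change over promoters is given with its order-statistic 95% interval, and averages of profiles with intervals from 2000 bootstrap resamples of promoters. Gene lists (22, of which 18 had 5 or more promoters in the shared set) were written before the data were examined; the median of each was ranked among 10000 random lists with the same deciles of signal or of GC content of the sequence from -200 to 0 bp. Single promoters were compared through exact conditional intervals of the recovered fragments. Clustering used k-means with k = 6 and 10 starts. The genes named are NFKB2 and SPI1, the 6 largest rises and 6 largest falls at 20 min among promoters above the median signal, and up to 2 rises and 2 falls per list, 71 in all; members of the clusters are named from short lists after their values were seen. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9 were used.

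The methods were tested on simulated fragments drawn from the rates and depths of the tables. Intervals held the true change for 97.9% of promoters. A log2 change of 1 was called at 23.7% of promoters and a change of 2 at 60.0%, so single-promoter changes of this size are often missed. A list of 60 promoters shifted by 0.5 ranked above all random lists. A single unshifted list ranked at the 1.46th percentile; in 200 further unshifted lists, drawn because of that rank, 3.50% fell below the 2.5th and 2.50% above the 97.5th percentile.

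Alternatives set before the data were examined were the pseudocount, the scaling of the tables, signal filters, the window of the -1 nucleosome, 1 promoter per gene, the mean in place of the median, the number of clusters and the random seed. Thinning to equal depth (of all tables, or of the untreated and 20 min tables alone), equal medians over GC deciles, ratios of summed values and another choice of the -1 sensitive cluster were added after the data were examined. The rule for reading the thinned 20 min change was also tightened after its value was seen: the bound set beforehand was met by the interval averaged over draws, but by that of 1 of 20 single draws, so the test was read as undecided. Likewise the tests of base composition for the 20 min rise and of depth for the olfactory receptor fall were first read as going with the explanation and then as undecided, because the expressed lists lay within the range of random lists before the adjustment for GC content (percentile 77.6) and the interval of the olfactory receptor change included 0 before thinning (-0.39 to 0.054). RNA-seq and ChIP-seq data were not used here.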

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

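The rule for singling out gene lists that the paper does not discuss was set for 20 min, where it named none; it was extended to 40 and 60 min over the larger promoter set after those values were seen, and at 20 min the tests on summed values and on the untreated and 20 min tables thinned alone were also chosen after their subject was seen. Of 44 pairs of list and time, 17 had a median -1 change outside the range of 95% of random lists matched on signal, where chance gives 2.2, 12 were outside that of lists matched on GC content, and all share the same untreated tables. Among lists the paper does not discuss, the percentiles were 99.07 at 40 min and 100 at 60 min for ribosomal proteins, 99.69 and 98.3 for mitochondrial ribosomal proteins, 100 at 60 min for housekeeping genes and 100 at 40 min for histone genes. Among lists matched on GC content, ribosomal proteins at 40 min (97.1) and markers of other tissues at 40 min (2.57) lay within the range. Matched on signal, markers of other tissues were at 0.64 and 0.08, with median changes of -0.098 and -0.21, and the protocadherin cluster at 0.03 at 60 min. Mitochondrial ribosomal protein promoters had median changes of 0.36 and 0.26. For histone genes the ratio of summed values changed by -0.097 at 40 min (-0.51 to 0.44), against a median change of 0.46 (0 to 0.71).

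The -1 sensitivity of the expressed lists was higher at 60 min. Base composition would place it among random lists matched on GC content, but it ranked above all of them (percentile 100). Thinning the untreated and 60 min tables to equal depth left the median change at 0.32 (95% interval 0.22 to 0.43), above 0 in 20 of 20 draws. An offset of the whole 2 kb would leave no excess at the -1 region, where 0.17 remained (0.11 to 0.27). This excess was smaller than the change of 0.32 before the 2 kb change was subtracted. The values therefore argue against an offset as the whole cause, while part of the rise was shared by the 2 kb. A response of active promoters to HKST is a hypothesis that the design offers. It may equally be a difference in the extent of MNase digestion between the tubes of untreated and 60 min cells, which 1 pooled pair of tables per time point leaves open.

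The rise of -1 sensitivity over all promoters at 20 min was small. An offset of the whole 2 kb is argued against by an excess of 0.081 (0.056 to 0.11) at the -1 region. The shallower heavy table is argued against for the ratio of values summed over promoters, which depth alone does not move and which changed by 0.11 (0.080 to 0.14), and is not decided for the median: thinning to equal depth, the test set first, left 0.030, and its interval averaged over draws (0.00025 to 0.082) met the bound set for excluding depth, but that bound was wrong for an average, since the interval lay above 0 in 1 of 20 single draws. Thinning the untreated and 20 min tables alone left 0.034, with an interval above 0 in 2 of 20 draws; thinning also adds noise, so these draws do not speak for depth, and fragments simulated with no change at these depths gave a median of 0. Base composition is not decided: the test set first, on the expressed lists (0.12 after adjustment for GC content), says nothing on a rise over all promoters, since these lists lay within the range of random lists before it; the extent of digestion was not tested.

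Olfactory receptor promoters had a median change of -0.20 at 20 min, below nearly all random lists matched on signal. Matched on GC content they ranked at percentile 20.4, as base composition predicts, and the promoters of lowest GC content changed by -0.15. After thinning the median was -0.17 (-0.45 to 0.081) and at the 36 promoters with no unmapped bin it was -0.34 (-0.57 to 0), so neither depth nor fragments shared between similar genes is decided. An effect of base composition, for example through digestion, is a candidate explanation of this fall.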

How the results depend on the processing

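No paired analysis was possible because each table pools both replicates, and leaving out a replicate could not be run for the same reason. Of the medians at 20 min, those of the expressed, silent and immune lists stayed within their intervals under each alternative run. The tests named as thinned, summed and highest mean were chosen after the data were examined, and the cause of each move below was not tested.

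The 20 min median (0.078) was 0.048 with a pseudocount of 0.5 of the mean, 0.048 with each table divided by its own mean, 0.15 as a mean, 0.030 when thinned and 0.034 with the untreated and 20 min tables thinned alone. The 40 min median was 0.073 with per-window ratios, 0.098 as a mean, 0.022 from summed values and 0 when thinned; the 60 min median was 0.097 as a mean, 0.057 from summed values and 0 when thinned; the +1 median at 20 min was 0.12 as a mean and 0.092 from summed values. Profile correlations were 0.998 (20 min) and 0.998 (40 min) with light alone, 0.991, 0.999 and 0.994 with heavy alone, and over more promoters the occupancy profile correlation, 40 min vs untreated, was 0.99953.

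With a pseudocount of 0.02 of the mean, the top sensitivity quartile, -1 peak height, 60 min, was 1.4968. At the other times (untreated, 20 and 40 min) it was 1.26, 1.47 and 1.47. In the order untreated, 20, 40 and 60 min it was 0.49, 0.62, 0.51 and 0.62 with a pseudocount of 0.5 of the mean. Sorted within 200 bp it was 0.95, 1.15, 1.09 and 1.17, and within 1000 bp 0.65, 0.85, 0.76 and 0.87. Centred pairs gave 0.76 untreated and 0.89 at 20 min, the signal filter 0.82 at 40 min, and more promoters 0.73 untreated and 0.91 at 60 min.

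Promoters in the 20 min cluster alone numbered 575 with a pseudocount of 0.5 of the mean and 609 with k = 4; those in the untreated cluster alone 258, 624 and, with the signal filter, 237. Initiation factors in the 20 min cluster alone numbered 6, and 1, 2 or 3 under 10 settings, and in the untreated cluster alone numbered 1 or 2 under 9. Ribosomal proteins numbered 1 with k = 8 (20 min), and the untreated cluster held 1, 2 or 4 of them under 5 settings. Olfactory receptors numbered 2, 3, 7, 23 or 36 in the 20 min cluster and 1, 5, 20, 21, 22, 23 or 27 in the untreated cluster, and histone genes 1, 2 or 5 and 0, 1, 2 or 3. With windows from -250 to -100 bp the OR2L3 -1 sensitivity change at 20 min reversed to 0.24 and the PRAMEF1 -1 sensitivity change at 20 min to 0.0046; GBP5 has no value there.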

Differences from the paper's values

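The paper gives about 1500 promoters unique to each -1 sensitive cluster, from 21857 promoters. Here 333 were unique to 20 min and 411 to untreated cells, from the 2801 promoters complete in all tables on 3 chromosomes, 70 of the latter without a fragment from -200 to 0 bp. On the scale of 21857 promoters, chosen after the counts were seen, these are 2598 and 3207, or 11.9% and 14.7% against the paper's 6.86% if its clusters were drawn from all promoters. Of the alternatives set before the data were examined, 8 clusters (9.21%) came within 1.5 times the paper's share for 20 min, and 8 clusters (9.85%) and a pseudocount of 0.5 of the mean (9.21%) for untreated cells; the others did not, at 11.5% to 21.7% and 10.9% to 22.3%.

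The paper states that sensitivity at 40 and 60 min returns towards the untreated state. Over all promoters the median change was lower at 40 min (0.034) and 60 min (0.019) than at 20 min (0.078), in the direction the paper states. The ratio of summed values, a calculation added after the data were examined, had the same direction. It changed by 0.11 at 20 min, 0.022 at 40 min (-0.0098 to 0.053) and 0.057 at 60 min. The thinned medians were 0.030, 0 and 0. Promoters with a change of exactly 0 can hold a median at 0, so the thinned medians do not show a return. Such promoters made up 7.98% in fragments simulated for 20 min with no change. In some other measures the fall was seen at 60 min but was small or absent at 40 min: with light and heavy pairs centred on the 2 kb ratio, the median -1 sensitivity change, 20 min minus untreated, was 0.064, the median -1 sensitivity change, 40 min minus untreated, 0.059 and the median -1 sensitivity change, 60 min minus untreated, 0.027, and the average log2 ratio within 70 bp of the -1 peak was 0.34 at 20 min, 0.35 at 40 min and 0.24 at 60 min, against 0.22 in untreated cells. Other measures showed no fall at 60 min. The -1 peak of the top sensitivity quartile was 0.97 at 20 min, 0.93 at 40 min and 1.05 at 60 min, against 0.83 in untreated cells. The log2 depth of the nucleosome-free region changed by -0.054 at 20 min, -0.0056 at 40 min and -0.060 at 60 min. In the 61 expressed promoters complete in all tables, the median change was 0.19 at 20 min, 0.16 at 40 min and 0.16 at 60 min, with intervals that reach 0. Their ratio of summed values changed by 0.23 at 20 min (0.048 to 0.44), 0.064 at 40 min (-0.18 to 0.32) and 0.24 at 60 min (0.047 to 0.44). By this measure the change was lower at 40 min but not at 60 min. In the housekeeping promoters among them the median change was -0.077 at 60 min (-0.41 to 0.55). In the expressed lists over the larger promoter set, which has no value at 20 min, it was 0.19 at 40 min and 0.32 at 60 min, and 0.36 at 60 min in housekeeping promoters.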

Other observations

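Taste receptor promoters, which a B cell does not use, had median -1 changes of -0.41 at 40 min and -0.55 at 60 min over 19 promoters, and the protocadherin cluster had 0.11 and -0.51. Among immune lists over the larger promoter set, immediate early genes had 0.16 at 40 min and 0.28 at 60 min, Toll-like receptor signaling genes 0.14 and 0.053, interferon-stimulated genes 0.012 and 0.028 and T-helper 2 genes -0.045 and 0. Over the 9 immediate early promoters complete in all tables, all were higher at 40 min, with a median of 0.65 (0.034 to 1.63), none beyond its own counting error; their median was 0.19 at 20 min (-0.46 to 0.56) and 0.0084 at 60 min (-0.36 to 0.83), with 5 higher and 4 lower.

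Other cell types were looked for as gene lists only. T and NK cell markers had median changes of 0.040 at 40 min and -0.086 at 60 min, myeloid markers 0.029 and -0.0014, B cell identity genes 0.036 and 0.19, lysine metabolism genes 0.068 and 0.11, and zinc finger genes 0.096 and 0. Keratin genes had 0 and -0.037, keratin-associated proteins 0.021 and -0.14, and beta-defensins 0 and -0.023.

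The change at 20 min varied with GC content of the -1 region. Promoters of the lowest decile (median GC content 37.0%) had a median change of -0.15, those of the decile with a median GC content of 70.5% had 0.30, and those of the decile at 75% had 0.12. The highest decile (81%) gives no measure of change, since its median promoter had 0 fragments in untreated cells and at 20 min. At 60 min the first of these was -0.12.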
